A study of Gallus gallus and Bos taurus and Sus scrofa with 48 samples. Its data were reported in "Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research" (2021).

How the data were processed

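H3K27ac, a histone acetylation found at active promoters and enhancers, was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in 8 tissues of male chickens, pigs and cattle. The 48 libraries fall into 24 groups of 1 tissue in 1 species, with 2 animals in each group. Per the labels the replicates are named A and B in chicken. In pig and cattle they carry animal identifiers (P348 and P350, M08 and M22). Libraries of a species with the same replicate name were taken to come from the same animal, since the paper describes 2 replicates per species for all tissues; for the chicken letters this is inferred. The overlap of different tissues was also compared between libraries of the same animal and of different animals. The difference was 0.0103 in chicken, -0.00347 in pig and -0.000765 in cattle, none past the threshold. Per the paper, the chickens were F1 crosses of inbred lines, the pigs littermates and the cattle sons of the same sire. With such related animals a difference may be small even if the pairing is right, so this comparison does not decide it.

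Per the paper's methods, the authors trimmed the single-end reads with Trim Galore, aligned them with BWA mem, removed alignments of low mapping quality with SAMtools and duplicates with Picard, and called narrow peaks in each library with MACS2. The genome builds named there are GalGal6 for chicken, Sscrofa11.1 for pig and ARS-UCD1.2 for cattle. An input library without antibody was made for each sample; that it served as the control of the peak calls is inferred here. The files deposited by the authors are peak lists, 1 per library and not pooled, with a position, a summit, a fold enrichment, a -log10 p-value, a -log10 q-value and a score per peak. The deposited fold enrichment is the authors' ratio of the pileup at the summit to the local background, the deposited score is a rescaled -log10 q, and the deposited positions count from 0 at the start of a peak. The lowest -log10 q over all peaks was 2.0002. Coordinates are given here counted from 1. Peaks on unplaced sequences made up 0.479% of all peaks and were kept.

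Depth was worked out from the peak lists; read totals of the libraries were not used here. In MACS2 the fold enrichment and the -log10 p of a summit both follow from its pileup, a whole number of reads, and its local background. Both were solved for at every peak. A whole pileup gave the deposited -log10 p within 0.001 at all peaks of all 48 libraries, the largest misfit being 0.000296. The lowest background that recurs in a library is its genome-wide background, the number of aligned ChIP reads times the fragment length over the genome size set in MACS2, and the shortest peak gives the fragment length. Their ratio gives the implied depth, in ChIP reads per kb of genome. It rests on this reading of the caller's formulas and was derived after the files were seen. On 20000 simulated summits 100% of pileups were recovered. Intervals given below cover counting error only.

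Overlap of 2 peak sets was the Jaccard index, the base pairs covered by both sets over those covered by either, with overlapping peaks of a list merged first. A reproducible region of a tissue was a merged region holding a peak of each animal, with an overlap of at least 1 bp. Elements were reproducible regions merged over the 8 tissues of a species, active in every tissue whose regions were merged. Same-tissue overlap was tested against all assignments of tissue labels in the second animal, and the similarity and peak number of the 3 brain tissues (cerebellum, cerebral cortex and hypothalamus) against all choices of 3 of the 8 tissues. Species were compared by sign flips over the 8 tissues on the log2 scale, from the arithmetic mean of the 2 animals in each tissue. All these tests were exact permutation tests, and p-values were adjusted by Benjamini-Hochberg over the 9 species comparisons and over the 3 species or pairs of species in the other families. The exact tests treat tissues as the units, so they do not say what another animal would show. Correlations across libraries used 100000 permutations. These treat the 16 libraries of a species as independent, although each tissue gives 2 of them, so their p-values may be too low. On simulated tissues without a difference, the same-tissue test, run there on 6 tissues, called 6% and the brain test of peak number 2% of 200 data sets. With a planted difference, 100% of the 200 were called by each. The planted brain difference was 1 on the log2 scale, and the simulated tissues had no variation of their own beyond that between libraries. The 100% is therefore not the power in these data. The base-by-base count gave the same overlap in all 200 simulated pairs, and 100% of 3000 simulated elements had the activity they were made with.

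The groups, tests and first set of alternatives were fixed before the data were examined. The alternatives were peaks with a -log10 q of at least 4, peaks with a fold enrichment of at least 4, the 20000 peaks of lowest q (all peaks of a library with fewer, which is chicken skeletal muscle A), placed chromosomes, 2 other overlap measures, a peak in either animal, an overlap over a share of at least 0.5 of a peak, peak width in place of fold enrichment, covered length in place of peak number, leaving out each tissue or each animal, and a replicate block. Named sites were chosen by a fixed rule. For liver, skeletal muscle and spleen of each species it takes, among elements active only in that tissue, the one whose worse rank by fold enrichment over its 2 lists, each rank divided by the length of its list, is best. Thinning and scaling alternatives were chosen after seeing the data, namely thinning of the summit pileups to a common depth with peaks kept at a -log10 p of at least 5, and values per Mb of sequence spanned by peaks. Thinning can remove peaks but not shorten or split them.

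The planned location of elements relative to genes, and the planned values at named genes, were not analysed here, since they need a gene annotation of the 3 builds. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.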

Results

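H3K27ac peak lists were examined for adipose, cerebellum, cerebral cortex, hypothalamus, liver, lung, skeletal muscle and spleen from 2 male animals each of chicken, pig and cattle. The 48 lists held 2856379 peaks. Peak number per library ranged from 18034 in chicken skeletal muscle A to 139413 in pig spleen P348, with a median of 43124.5 in chicken, 76237.5 in pig and 49293.5 in cattle. The peaks of a library covered between 15.1 and 101 Mb, and the median peak width per library lay between 332 and 837 bp. No pair of libraries of a species held the same list, the highest overlap being 0.703.

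The implied depth, in ChIP reads per kb of genome, was 14.1 to 47.9 in chicken, 2.20 to 17.3 in pig and 4.88 to 19.8 in cattle. The shallowest library was pig adipose P348 and the deepest chicken hypothalamus B. Across the 16 libraries of a species, log2 peak number rose with depth in pig, with a Pearson r of 0.695 (permutation p = 0.00351, adjusted 0.00702 over 6 relations) and a Spearman rho of 0.603 (permutation p = 0.0150). In cattle r was 0.558 (permutation p = 0.0237, adjusted 0.0356) and rho was 0.6 (permutation p = 0.0162). In chicken r was 0.499 (permutation p = 0.0496, adjusted 0.0595) and rho was 0.471 (permutation p = 0.0677). Without the 2 libraries farthest from the median depth, r was 0.460 in pig (permutation p = 0.0967), 0.266 in cattle (permutation p = 0.363) and 0.258 in chicken (permutation p = 0.376). Over these 14 libraries rho was 0.420 (permutation p = 0.137), 0.433 (permutation p = 0.126) and 0.248 (permutation p = 0.389), so without those libraries no relation of peak number with depth passed the threshold. Leaving them out also narrows the range of depth and the number of libraries, which lowers r by itself. Within the first and second animal, r was 0.637 and 0.504 in chicken, 0.682 and 0.836 in pig, and 0.782 and 0.349 in cattle. Median peak width rose with the shortest peak of a library, which reflects its fragment length, in chicken (r = 0.707, permutation p = 0.00207, adjusted 0.00702; rho = 0.692, permutation p = 0.00373) and pig (r = 0.675, permutation p = 0.00313, adjusted 0.00702; rho = 0.504, permutation p = 0.0487). It did not pass the threshold in cattle (r = 0.394, permutation p = 0.131, adjusted 0.131; rho = 0.497, permutation p = 0.0542). Leaving out the 2 farthest libraries gave r of 0.645 in chicken (permutation p = 0.0130), 0.655 in pig (permutation p = 0.0128) and 0.351 in cattle (permutation p = 0.227). The pig rho was then 0.501 (permutation p = 0.0699). Within the first and second animal, r was 0.799 and 0.627 in chicken, 0.640 and 0.664 in pig, and 0.301 and 0.369 in cattle. The r values within an animal rest on 8 libraries each and were not tested. The labels give no sequencing batch.

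**Figure D1:**
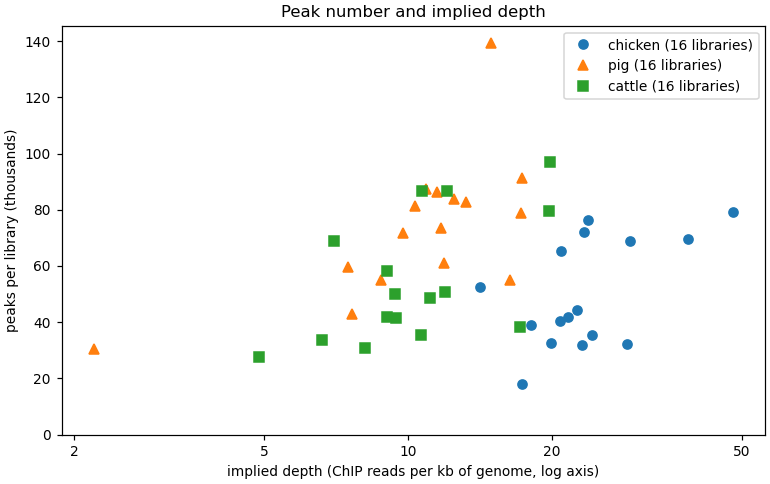
Number of peaks per library against implied depth in ChIP reads per kb of genome on a log axis, with 1 point per library and 16 libraries per species. Pig libraries run from 2.20 to 17.3 reads per kb, and all chicken libraries lie at 14.1 or above.

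To assess reproducibility between the animals, the overlap of the libraries of one animal with those of the other was compared within and between tissues. The mean Jaccard index of same-tissue pairs was 0.397 in chicken against 0.236 for different tissues, a difference of 0.161 (one-sided exact permutation test over 40320 assignments, p = 0.00159, adjusted 0.00159). In pig the means were 0.457 and 0.251, a difference of 0.207 (exact p = 0.000124, adjusted 0.000186), and in cattle 0.474 and 0.234, a difference of 0.239 (exact p = 7.44e-05, adjusted 0.000186). Of the alternatives, thinning pileups to a common depth in pig moved these differences most, to 0.162, with an exact p of 0.000322, apart from leaving out single tissues.

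Same-tissue overlap was uneven. It ranged from 0.230 in cerebellum to 0.573 in spleen in chicken, from 0.246 in cerebellum to 0.627 in skeletal muscle in pig, and from 0.372 in adipose to 0.630 in lung in cattle. The closest library of the other animal came from the same tissue for 32 of the 48 libraries, namely 9 of 16 in chicken, 11 of 16 in pig and 12 of 16 in cattle. The library labelled chicken adipose A had an overlap of 0.671 with skeletal muscle B and 0.299 with adipose B. Chicken lung B overlapped liver A at 0.588 and lung A at 0.370. Chicken cerebellum B and cerebral cortex B overlapped each other at 0.703, the highest value of any pair, while the same-tissue overlaps of these tissues were 0.230 and 0.255. In pig, the library labelled lung P348 had an overlap of 0.559 with spleen P350 and 0.321 with lung P350, and cerebellum P348 had an overlap of 0.563 with cerebral cortex P350 and 0.246 with cerebellum P350. In cattle, the library labelled cerebellum M08 had an overlap of 0.516 with skeletal muscle M22 and 0.380 with cerebellum M22. The cattle hypothalamus libraries were both closest to cerebral cortex, M08 at 0.461 and M22 at 0.529, against 0.406 with each other. All libraries were kept under their labels in every comparison.

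**Figure D2:**
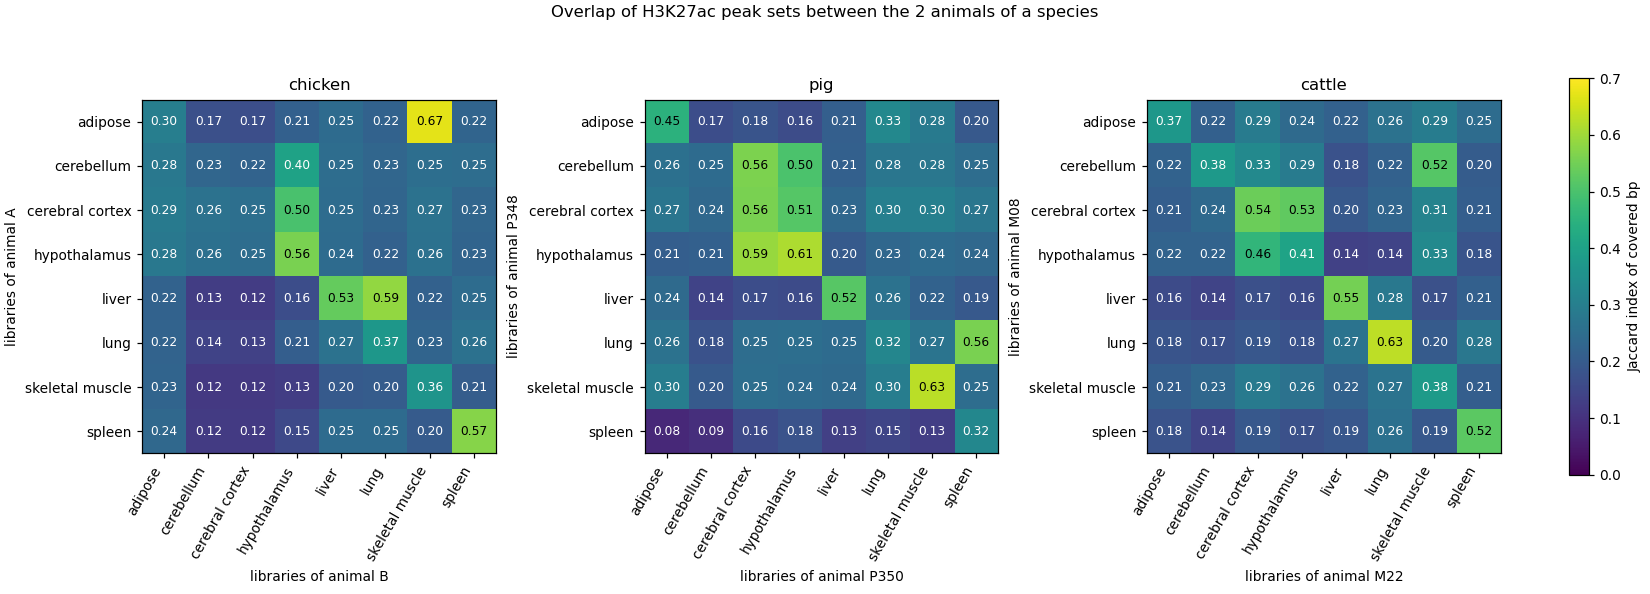
Jaccard index of covered base pairs between each library of the first animal (rows) and each of the second (columns), with same-tissue pairs on the diagonal, for chicken, pig and cattle. Off-diagonal values above the diagonal ones include chicken adipose A with skeletal muscle B at 0.671 and pig lung P348 with spleen P350 at 0.559.

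The study combined the 3 brain tissues in one of its analyses, which raises the question of how close their peak sets are. The mean overlap between brain tissues was 0.384 in chicken, against 0.197 between a brain tissue and another tissue. This difference of 0.187 was the largest of the 56 possible choices of 3 tissues (one-sided exact permutation p = 0.0179, adjusted 0.0268), and 0.0179 is the smallest p the design allows. Leaving out animal B moved it most among the alternatives, to 0.283. In pig the means were 0.441 and 0.217 (difference 0.224, exact p = 0.0179, adjusted 0.0268), and the difference was 0.125 without animal P348 and 0.335 without P350. In cattle they were 0.339 and 0.218 (difference 0.121, exact p = 0.0357, adjusted 0.0357). Since 0.0357 is above 0.0179, another choice of 3 tissues gave at least as large a difference. Cattle cerebral cortex and hypothalamus overlapped at 0.373 to 0.535. Cerebellum M08 overlapped these tissues at 0.291 to 0.329 and skeletal muscle at 0.386 and 0.516. For cerebellum M22 the values were 0.2097 to 0.2496, and 0.235 and 0.2599. The cattle difference therefore does not show that cerebellum is closer to the other brain tissues than to skeletal muscle. As a share of the smaller peak set, the cattle difference was 0.120 and no longer passed the threshold (exact p = 0.0714).

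Libraries of different tissues from the same animal did not overlap detectably more than those from different animals. The mean index was 0.247 against 0.236 in chicken (two-sided exact permutation p = 0.625, adjusted 0.75, over 128 label swaps), 0.247 against 0.251 in pig (exact p = 0.219, adjusted 0.656) and 0.234 against 0.234 in cattle (exact p = 0.75, adjusted 0.75). The animals of a species were related, so this does not decide whether replicate names pair libraries of an animal.

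Brain tissues of chicken had more peaks than the other 5 tissues, with geometric means of 71790 and 35612. The difference of 1.01 on the log2 scale had a two-sided exact permutation p of 0.0179 over 56 choices of tissues, which adjusted to 0.0536 over the 3 species. With a fold enrichment of at least 4 it was 0.57 (exact p = 0.0893), and with pileups thinned to a common depth, an alternative chosen after seeing the data, 0.55 (exact p = 0.0893). In pig the geometric means were 79007 and 64965 (log2 difference 0.28, exact p = 0.482, adjusted 0.482). In cattle they were 38628 and 59810 (log2 difference -0.63, exact p = 0.125, adjusted 0.188). Without animal M22 the cattle difference was -0.93 (exact p = 0.0179). The brain effect differed between chicken and cattle by 1.64 on the log2 scale (exact permutation p = 0.0179, adjusted 0.0536). Without animal M08 that difference was 1.34 (exact p = 0.0714), and with pileups thinned to a common depth 0.77 (exact p = 0.214). It was 0.73 between chicken and pig (exact p = 0.143, adjusted 0.143) and 0.91 between pig and cattle (exact p = 0.0714, adjusted 0.107).

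**Figure D3:**
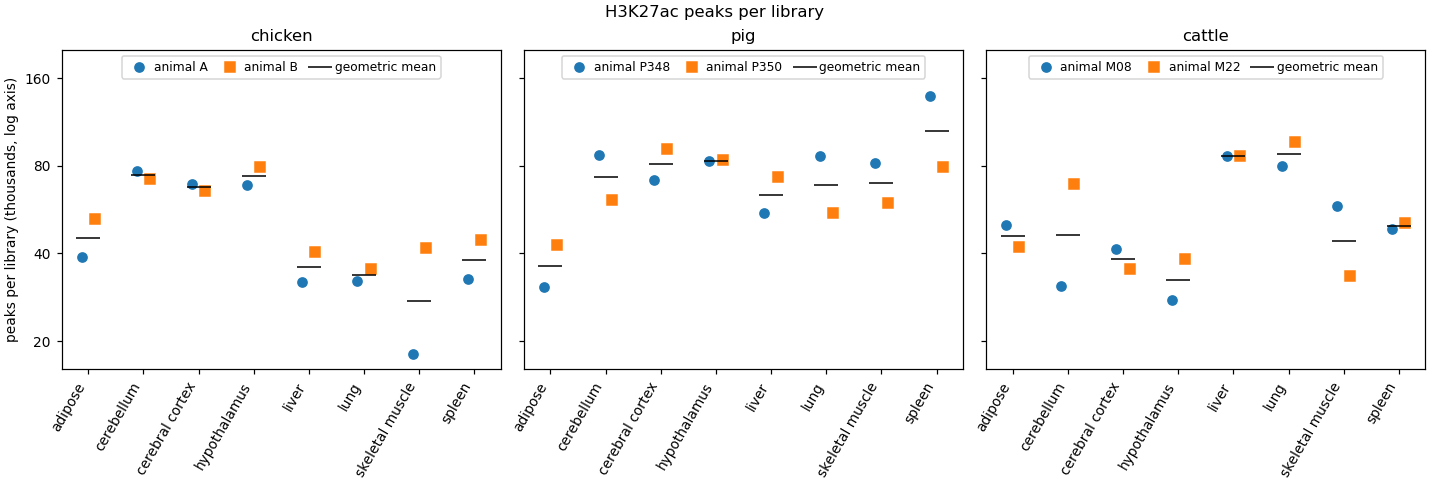
Number of peaks per library on a log axis, by tissue and species, with 1 point per animal and a bar at the geometric mean of the 2 animals. Chicken skeletal muscle A is lowest at 18034 peaks and pig spleen P348 highest at 139413.

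Regions found in both animals were merged over tissues to count elements and the tissues in which each was active. There were 50849 elements in chicken, 103983 in pig and 92549 in cattle, with median lengths of 1371, 1167 and 1143 bp and total lengths of 126, 190 and 160 Mb. In chicken 56.5% were active in 1 tissue (exact 95% binomial interval 56.02 to 56.9), with 56.7% and 58.2% from each animal alone (SD 1.07). In pig the share was 56% (55.7 to 56.3; 61.2% and 64.2% from each animal alone, SD 2.19) and in cattle 61.6% (61.3 to 62.0; 67.8% and 71.4%, SD 2.53). The share depended on the peaks used, and with the 20000 peaks of lowest q per library it was 50.7% in chicken, 46.3% in pig and 46.4% in cattle. Chicken skeletal muscle A has 18034 peaks and entered whole. Elements active in all 8 tissues made up 10.6% in chicken (5404 elements), 8.13% in pig (8456) and 7.71% in cattle (7134). They were longer, with a median of 3743 bp against 806 bp for elements of 1 tissue in chicken, 3613 against 743 bp in pig and 2852 against 757 bp in cattle. Part of this follows from the merging, as an element joined from more lists is longer and a longer one meets more tissues.

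The tissues contributed unequally to the elements of 1 tissue. Hypothalamus held 47.7% of them in chicken, where cerebellum and cerebral cortex had low same-tissue overlap. In pig, spleen held 26.1%, skeletal muscle 23.1% and liver 22.2%. Lung held 1.02%, counted with lung P348, the library with the higher overlap with spleen P350. Whether that library lowers the share was not tested, and adipose held a similarly low 1.51%. In cattle, lung held 37.9% and liver 33.5%, and hypothalamus held 0.929%. The lung libraries were the deepest of cattle, at 19.8 reads per kb each. The lung and liver lists were the longest of cattle, with 79663 to 96831 peaks. Hypothalamus M08 was the shallowest, at 4.88, with the fewest peaks, 27564. Chicken hypothalamus B was likewise the deepest library with the longest list of its species, and pig spleen P348 had the longest list in pig. How far depth and list length set these shares was not tested.

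**Figure D4:**
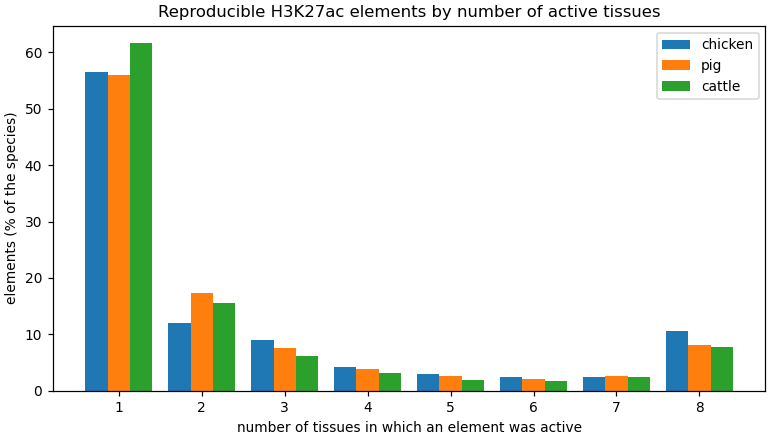
Share of reproducible elements in percent, by the number of tissues in which they were active, for chicken, pig and cattle. The bars fall from 56.5%, 56% and 61.6% at 1 tissue to a few percent at 5 to 7 tissues and rise to 10.6%, 8.13% and 7.71% at 8.

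Within each peak list, peaks in elements active in all 8 tissues had a higher fold enrichment, as given by the authors, than peaks in elements active only in that tissue. The mean log2 difference was 0.50 in chicken, 0.84 in pig and 0.93 in cattle (two-sided exact sign-flip permutation test over 8 tissues, p = 0.00781 and adjusted 0.00781 in each, the smallest the 256 flips allow). An element counts as active in all 8 tissues only with a peak in all 16 libraries, which strong sites pass more easily than weak ones, so the direction follows at least in part from how the classes are defined. It held in 15 of 16 chicken libraries and in all 16 libraries of pig and of cattle. The exception was chicken skeletal muscle B, with a median fold enrichment of 8.27 in shared and 9.65 in tissue-specific peaks. Leaving out animal B moved the chicken value most, to 0.89, and leaving out animal A gave 0.76. With a single animal the elements themselves are defined without the second animal.

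None of the 9 comparisons of peak number, peak width and covered length between species passed the threshold. The study reported fewer regulatory elements in chicken than in pig and cattle, from chromatin states of all marks merged over tissues. Peaks per library are another measure and do not test that count. Nearer to it are the elements merged over tissues here, 50849 in chicken against 103983 in pig and 92549 in cattle, which were counted but not tested. The question in these comparisons is whether the peak lists of single libraries differ. The geometric mean over tissues was 47025 peaks in chicken against 71013 in pig (log2 difference -0.59, higher in chicken in 2 of 8 tissues, two-sided exact sign-flip permutation p = 0.0625, adjusted 0.328) and 51670 in cattle (-0.14, 3 of 8 tissues, exact p = 0.664, adjusted 0.853). Pig and cattle differed by 0.46 (5 of 8 tissues, exact p = 0.125, adjusted 0.328). For covered length the log2 differences were -0.47 for chicken against pig (exact p = 0.0781, adjusted 0.328), -0.036 for chicken against cattle (exact p = 0.914, adjusted 0.914) and 0.43 for pig against cattle (exact p = 0.219, adjusted 0.328). The geometric means of median peak width were 469.6 bp in chicken, 477 bp in pig and 519 bp in cattle, with log2 differences of -0.024 for chicken against pig (exact p = 0.758, adjusted 0.853), -0.14 for chicken against cattle (exact p = 0.203, adjusted 0.328) and -0.12 for pig against cattle (exact p = 0.188, adjusted 0.328). The difference in peak number between chicken and pig passed the unadjusted threshold with a fold enrichment of at least 4 (-1.07, exact p = 0.00781), without chicken B (-0.78, exact p = 0.0312) and without pig P348 (-0.50, exact p = 0.0469). In alternatives chosen after seeing the data it was -1.52 with thinned pileups (exact p = 0.00781) and changed direction per Mb of sequence spanned by peaks, to 0.63 (exact p = 0.0469). The direction of several other species differences also depended on the alternative.

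In each species 1 site was taken for liver, skeletal muscle and spleen from the elements active only in that tissue. Their gene context was not analysed here. In chicken (GalGal6), the liver site lay on chromosome 26 from 2215694 to 2217995, with a fold enrichment of 14.9 in animal A and 25.1 in animal B. The skeletal muscle site lay on chromosome 15 from 7336950 to 7340512, with fold enrichments of 18.5 and 36.5. The spleen site lay on chromosome 2 from 141839546 to 141851160, with 17.7 and 24.6. In pig (Sscrofa11.1), the liver site was on chromosome 2 from 129509356 to 129512603 (fold enrichment 23.4 in P348 and 34.2 in P350), the skeletal muscle site on chromosome 4 from 110658463 to 110664523 (41.2 and 34.6) and the spleen site on chromosome 3 from 38672514 to 38676233 (10.7 and 20.9). In cattle (ARS-UCD1.2), the liver site was on chromosome 6 from 25197197 to 25204387 (fold enrichment 21.5 in M08 and 24.7 in M22), the skeletal muscle site on chromosome 6 from 108755669 to 108758185 (23.2 and 28.8) and the spleen site on chromosome 4 from 50100687 to 50102963 (21.2 and 26.8). Not all sites were near the top of their lists by fold enrichment. The pig spleen site ranked 1036 and 2844 and the cattle skeletal muscle site 3451 and 1294 in the first and second animal. The cattle liver and spleen sites had no peak in any library of another tissue. The others had a peak in 1 to 6 single libraries of other tissues, where it was not found in both animals of a tissue. Fold enrichments depend on the depth and background of each library, so the values of a site in different lists do not give a difference in acetylation.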

Values the study reported

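The study called H3K27ac peaks at a q-value cutoff of 0.01. It gave genome sizes of 1 GB for chicken, 2.5 GB for pig and 2.7 GB for cattle. From all ChIP-seq marks together it annotated 53% of the chicken, 40% of the pig and 31% of the cattle genome with some epigenetic signal in at least one tissue.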

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

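Outliers were sought among the 8 libraries of each animal for 6 measures and among the 8 same-tissue overlaps of each species. Of these 39 sets, 6 held an outlier, and chance alone gives about 1 in 20. The 8 libraries of an animal are different tissues, so a true difference between tissues stays open at each of them. Of the tests here, those of pig adipose against depth, of control reads and of the brain effect against depth were chosen only after the result was seen. The share of peaks at the genome-wide background was added to the measures after the cattle adipose value had been seen, and so was the reading of chicken hypothalamus B as undecided after its thinned value.

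Chicken hypothalamus B had the highest implied depth of animal B, 47.9 reads per kb against 24.2 for the next library, and the lowest median fold enrichment, 3.05 against 4.11 for the next. The median describes the list of a library, with its depth, background and number of peaks, and not a level of acetylation. Deeper sequencing lets weaker peaks pass, which could lower the median. With pileups thinned to 14.1 reads per kb the median rose to 4.48, just below the 4.58 to 5.39 of the other libraries of that animal and no longer an outlier. Whether depth is the whole cause cannot be told apart from a small remaining difference.

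Pig adipose P348 had the lowest implied depth of animal P348, 2.20 reads per kb against 9.74 for the next. It also had the fewest peaks of that animal, 30630. With all pileups thinned to this depth, 29984 of its peaks were left, within the 12932 to 33048 of the other libraries, so shallow sequencing may account for its short list.

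In cattle, cerebellum M08 had a median fold enrichment of 7.52 against 5.59 for the next library of animal M08, and skeletal muscle M22 one of 7.39 against 5.48 for the next of animal M22. These are the 2 libraries of different tissues with an overlap of 0.516. Depth did not account for it. With thinned pileups the medians were 8.46 for cerebellum M08, against 5.03 to 6.25 in the other libraries of the animal, and 7.74 for skeletal muscle M22, against 4.62 to 5.81. A stronger immunoprecipitation, a shared handling step or a difference between tissues was not tested.

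In cattle adipose M22, 44.8% of peaks had been scored against the genome-wide background, against 14.2% in the next library of animal M22. MACS2 uses that background where the control has few reads nearby. If the control were sparse, local backgrounds would take few values. The 10 commonest values held 99.9% of the other peaks of this library, against 50.9 to 73.0% in the others of the animal, which is consistent with sparse control reads. Its local background may therefore be poorly measured, and its peak list may hold regions that a deeper control would remove.

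The brain effect on peak number differed between chicken and cattle by 1.64 on the log2 scale (exact permutation p = 0.0179, adjusted 0.0536). Median implied depth was 26.4 reads per kb in brain and 21.2 in other tissues of chicken, and 8.78 and 10.9 in cattle, so depth ran the same way as peak number in both species. With pileups thinned to the lowest depth of all libraries the difference was 0.77 (exact p = 0.214). Within chicken, thinning to the lowest depth of the species left a brain excess of 0.55 (exact p = 0.0893) of the original 1.01. Depth may therefore be part of the cause of both. What remains after thinning was not past the threshold, which does not show that it is 0, and a biological difference between the brains of the species stays open.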

How the results depend on the processing

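Across 31 results, 256 alternative values were computed. Of these, 212 kept their direction and their side of the threshold or stayed within the spread, 5 no longer passed it, 8 newly passed it in the same direction, 15 changed direction, 8 of them newly passing it the other way, and 16 shares moved by more than the spread between animals. The alternatives for the closest library have neither a p-value nor a spread and are counted among the 212. With the share of the smaller set that number fell from 32 to 25 of 48. Thresholds refer to unadjusted p-values. Thinning to a common depth and values per Mb were chosen after seeing the data. Unless stated, the cause of a change was not tested.

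Same-tissue overlap stayed past the threshold in all 3 species under every alternative run, including each tissue left out, with differences of 0.128 to 0.184 in chicken, 0.162 to 0.238 in pig and 0.213 to 0.263 in cattle. The number of libraries whose closest partner was of the same tissue was 32, 31, 32 or 25 of 48 with stricter q, the 20000 peaks of lowest q, thinned pileups and the share of the smaller set. Brain similarity changed its side of the threshold only in cattle, where the share of the smaller set gave 0.120. With the replicate block, that is with pairs from the same animal only, it was 0.256 in chicken, 0.230 in pig and 0.115 in cattle, all still past the threshold. The block left the brain difference in peak number at 1.01, 0.28 and -0.63, with no change of call. No paired analysis was possible for the species comparisons because replicate names do not pair animals of different species, for same-tissue overlap and the closest library because their pairs lie between animals, and for elements because they come from no test. For the fold enrichment comparison and the brain effect between species, libraries of both animals are already averaged within each tissue, and no paired analysis was possible beyond that. Similarity between tissues of the same animal was close to 0 and never past the threshold. In cattle its sign changed to 0.00055 with the 20000 peaks of lowest q, 0.00381 as share of the smaller set and 0.00101 with thinned pileups.

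The brain excess of peaks in chicken fell to 0.57 with a fold enrichment of at least 4 and to 0.55 with thinned pileups. Leaving out an animal gave 0.76 to 1.26 in chicken, past the threshold each time. In cattle it gave -0.93 to -0.33, and past the threshold only without M22. The difference in brain effect between chicken and cattle was 0.77 with thinned pileups and 1.34 to 1.95 when an animal was left out, and it did not pass without M08. Shared peaks had the higher fold enrichment under every alternative run, with log2 differences from 0.50 to 1.16, and they were also wider; every alternative keeps the requirement of a peak in each tissue, which favours strong sites, so this does not test that limit.

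The share of elements active in 1 tissue fell in all 3 species with the 20000 peaks of lowest q and with thinned pileups. Stricter q and a fold enrichment of at least 4 moved it by more than the spread between animals only in chicken; in pig they gave 56.1% and 55.8%, and in cattle 60.8% and 59.1%. In chicken it was 55.2% with stricter q, 50.7% with the 20000 peaks of lowest q, 47.4% with a fold enrichment of at least 4, 51.7% with thinned pileups and 51.1% with a peak in either animal. In pig it was 46.3%, 51.3% and 60.2% with the 20000 peaks of lowest q, thinned pileups and a peak in either animal, and in cattle 46.4%, 55.8% and 68.6%. From 1 animal alone it was 56.7 to 58.2% in chicken, 61.2 to 64.2% in pig and 67.8 to 71.4% in cattle; a region then needs no second animal, so the activity of an element is counted differently.

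Differences between species depended on depth and on genome size. With a fold enrichment of at least 4, chicken against pig gave log2 differences of -1.07 in peak number, -0.61 in covered length and 0.47 in median width, and chicken against cattle 0.37 in median width. With pileups thinned to the lowest depth of all libraries these were -1.52, -0.96, 0.43 and 0.41, and peak number differed by -1.19 between chicken and cattle. Thinning kept the widths called at full depth, and chicken, with the highest median depth, was thinned most. The thinned values of width and covered length therefore reflect which peaks were left. They do not show how wide peaks would be at a common depth. Per Mb of sequence spanned by peaks (1050 Mb in chicken, 2452 in pig and 2643 in cattle) chicken was higher, by 0.63 against pig and 1.196 against cattle in peak number, and by 0.75 and 1.30 in covered length. Here the change follows from the smaller genome of chicken. Leaving out an animal gave -0.78 to -0.45 for peak number in chicken against pig, past the threshold without chicken B or pig P348, and -0.073 to 0.033 for its median width, positive without P350. For chicken against cattle it gave -0.32 to 0.00481 in peak number, positive without chicken A, and -0.30 to 0.16 in covered length, positive without chicken A and, at 0.041, without M08. The alternatives for the location of elements were not run, as that result was not analysed here. Depth was lowest in pig adipose P348, at 2.20 reads per kb, and then in cattle hypothalamus M08, at 4.88. A weak region without a peak in such a library was not detectable at this depth, which does not show that it is inactive.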

Other observations

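Several libraries overlapped a library of another tissue more than that of their own tissue. Peaks private to a tissue, that is overlapping no peak of the other 7 tissues of the same animal, were searched for in the libraries of the other animal. Chosen after the result was seen were the tests from peaks private to the discordant library itself, of a swap, of weak peaks, of list length in the chicken brain and of X with the background held. That both directions of search were weighed together was also decided after their values were seen. A library with more peaks finds more by chance, so values are set beside those of the other libraries of the same animal. The remaining tissues are those other than the pair in question. No biological explanation was tested for these patterns.

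Chicken adipose A found 2.37% of the peaks private to adipose B, fewer than the 7.05% in the best of the remaining tissues, and 56.3% of those private to skeletal muscle B, against at most 4.67% in the remaining tissues and 13.2% in skeletal muscle A. Of its own private peaks, 77.4% were found in skeletal muscle B and 13.8% in adipose B, against at most 12.1% in the remaining tissues. A wrong label is a candidate explanation. The 2.37% was below the values of cerebral cortex A, cerebellum A, lung A and hypothalamus A, which goes against a mixture holding some adipose. It was above liver A at 0.317%, spleen A at 0.626% and skeletal muscle A at 0.129%. The 13.8% found in adipose B was also slightly above the 12.1%. A small share of adipose is therefore not excluded.

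Pig lung P348 found 4.51% of the peaks private to lung P350, against 7.32% in the best of the remaining tissues, and 45.8% of those private to spleen P350, against 3.12% in the remaining tissues. Of its own private peaks 4.23% were found in lung P350 and 50.4% in spleen P350. These values may be explained by a wrong label and argue against a mixture with lung. Spleen P348 also found 58.7% of the peaks private to spleen P350, and its overlap was 0.323 with spleen P350 and 0.146 with lung P350. It found 21.5% of the peaks private to lung P350, more than lung P348 did, but it has the longest list of all libraries, which raises what it finds. For the other tissues of P350 outside spleen it found 7.21 to 14.6%, so list length alone may not account for the 21.5%. Of its own private peaks, 14.1% were found in spleen P350 and 3.60% in lung P350, against at most 4.12% in the remaining tissues. This argues against a swap of these labels, while a single wrong label on lung P348 stays open. Weak peaks at the end of the list of 139413 do not alone account for the low overlap of the spleen libraries. With the 20000 peaks of lowest q the overlap was 0.234, below the 0.286 to 0.678 of the other pig tissues. Weak enrichment of the whole library is not excluded by this, because it would affect those peaks too. The highest fold enrichment of spleen P348 was 16.5, against 40.7 to 79.5 in the other pig libraries.

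In cattle, cerebellum M08 found 15.3% of the peaks private to cerebellum M22, against 4.57% in skeletal muscle M08 and 2.37% in the best of the remaining tissues. Of its own private peaks 67.1% were found in cerebellum M22, against 12.98% in skeletal muscle M22 and 5.44% in the best of the remaining tissues. This argues against a wrong label. It also found 12.5% of the peaks private to skeletal muscle M22, against 2.41% in the remaining tissues and 9.11% in skeletal muscle M08. A mixed sample is a candidate explanation, and which of the libraries holds the mixture stays open. Skeletal muscle M22 found 2.395% of the peaks private to skeletal muscle M08, fewer than cerebellum M22 at 5.57%, lung M22 at 5.52% and liver M22 at 4.66%. Those lists hold 69065 to 96831 peaks, against 33577 in skeletal muscle M22. The other libraries of M22, with 35370 to 50800 peaks, found fewer, at 0.422 to 1.75%. The label of skeletal muscle M22 is therefore not decided by this search.

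Chicken lung B found 72.3% of the peaks private to liver A, against 91.4% in liver B and 8.52% in the best of the remaining tissues. It found 6.51% of those private to lung A, fewer than the 10.5% in the best of the remaining tissues, hypothalamus B. That library covers 85.3 Mb, against 27.9 Mb for lung B, so the lower share does not show that lung is absent. In the other direction, 72.4% of its own private peaks were found in lung A. This compares with 22.5% in the best of the remaining tissues and 12.1% in liver A, which argues against a wrong label of lung B. A mixture of lung and liver chromatin or reads may explain both values.

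Pig cerebellum P348 found 2.2% of the peaks private to cerebellum P350, against 7.21% in spleen P348, which has the longest list, and at most 2.04% in the other tissues. It found 22.2% of those private to cerebral cortex P350, against 25.0% in hypothalamus P348. Of its own private peaks, 15.8% were found in cerebellum P350, 36.5% in cerebral cortex P350 and at most 23.3% elsewhere. A wrong label and a mixture cannot be told apart here, because few of the peaks private to cerebellum P350 were found in any library and the other brain tissues share those of cerebral cortex. Which of the cerebellum libraries is out of place is open too. Cerebellum P348 overlapped the cerebral cortex and hypothalamus libraries of both animals at 0.503 to 0.583, and cerebellum P350 overlapped them at 0.208 to 0.236.

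Chicken cerebellum B and cerebral cortex B overlapped each other at 0.703 but animal A little. The peaks private to cerebellum A were found in these libraries at up to 17.6%, against 8.92% in the best tissue outside the brain, and those private to cerebral cortex A at up to 21.4%. Hypothalamus B found more of both, 42.8% and 28.6%. These libraries also cover more sequence. Per Mb covered, cerebellum B found 0.249% of the peaks private to cerebellum A and adipose B 0.249%, and cerebral cortex B found 0.3005% of those private to cerebral cortex A and adipose B 0.263%. In the other direction, 2.31% of the peaks private to cerebellum B were found in cerebellum A and 1.94% in lung A, or 0.0545% and 0.0594% per Mb covered. For cerebral cortex B these were 4.43% and 1.96%, or 0.0693% and 0.0600% per Mb. The values per Mb do not tell wrong labels from right ones, because adipose B and lung A, outside the brain, found about as much. Covered length does not set these shares alone, since liver B and skeletal muscle B cover more than adipose B and found 4.06% and 3.17% of the peaks private to cerebellum A. Comparing what 1 library found across tissues, added after these values were seen, holds its covered length fixed. Cerebellum B and cerebral cortex B found 16.5 to 21.4% of the peaks private to each brain tissue of animal A. For its other tissues they found 7.18 to 12.1%. Adipose B showed no such split, at 6.73 to 9.43% and 5.93 to 18.2%. This argues against an origin outside the brain. Which brain tissue each library holds stays open. By overlap of whole lists, cerebellum B lay at 0.230 to 0.263 with the brain libraries of animal A and at 0.116 to 0.171 with its other tissues, and cerebral cortex B at 0.222 to 0.255 and 0.115 to 0.169, which goes towards a brain origin. Adipose B, however, overlapped the same brain libraries at 0.281 to 0.288, so the size of these overlaps alone does not decide. With the other tissues of animal A adipose B lay at 0.221 to 0.299, so it lacked the contrast between brain and other tissues. The brain lists of animal A are longer than its other lists. A shared technical step of these 2 libraries was not tested.

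In cattle, 40.8% of the peaks private to hypothalamus M22 were found in cerebral cortex M08 and 8.96% in hypothalamus M08. Of those private to cerebral cortex M08, 43.4% were found in hypothalamus M22 and 29.0% in cerebral cortex M22. However, 60.4% of the peaks private to cerebral cortex M22 were found in cerebral cortex M08 and 12.5% in hypothalamus M08, and 18.2% of those private to hypothalamus M08 in hypothalamus M22 and 6.89% in cerebral cortex M22. No explanation of this pattern was tested.

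Chromosome X carried fewer peaks per Mb than autosomes over 50 Mb in all 16 pig and all 16 cattle libraries, with a median of 39.7% of the autosomal density in pig and 37.4% in cattle. In chicken, Z carried 76.6%, lower in all 16 libraries. Males carry a single X and a pair of Z. A single copy scales reads and local background by 0.5, but not the genome-wide background, below which MACS2 scores no peak. Autosomal pileups and local backgrounds were therefore thinned to a share of 0.5, first without and then with the background held at the genome-wide value. In 0 of the 32 pig and cattle libraries did either bring the autosomal density down to that of X. With the background held, X stayed at a median of 57.6% of the thinned density in pig and 52.3% in cattle, with autosomal peaks kept at the lowest -log10 p of the library, so that both sides share a minimum. This argues against a single copy as the whole cause. Gene density and the mappability of X were not tested.

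In chicken, peak density also varied with chromosome size. Over 32 numbered chromosomes the Spearman rho between mean peaks per Mb and span was -0.656, against -0.117 over 18 in pig and -0.399 over 29 in cattle. Chromosomes are not independent replicates. The highest density in chicken was 171 peaks per Mb per library on chromosome 28, and the lowest 10.8 on chromosome 31.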
